# Allopregnanolone Alters the Gene Expression Profile of Human Glioblastoma Cells

**DOI:** 10.3390/ijms19030864

**Published:** 2018-03-15

**Authors:** Carmen J. Zamora-Sánchez, Aylin del Moral-Morales, Ana M. Hernández-Vega, Valeria Hansberg-Pastor, Ivan Salido-Guadarrama, Mauricio Rodríguez-Dorantes, Ignacio Camacho-Arroyo

**Keywords:** allopregnanolone, progesterone metabolites, finasteride, astrocytomas, glioblastomas

## Abstract

Glioblastomas (GBM) are the most frequent and aggressive brain tumors. In these malignancies, progesterone (P4) promotes proliferation, migration, and invasion. The P4 metabolite allopregnanolone (3α-THP) similarly promotes cell proliferation in the U87 human GBM cell line. Here, we evaluated global changes in gene expression of U87 cells treated with 3α-THP, P4, and the 5α-reductase inhibitor, finasteride (F). 3α-THP modified the expression of 137 genes, while F changed 90. Besides, both steroids regulated the expression of 69 genes. After performing an over-representation analysis of gene ontology terms, we selected 10 genes whose products are cytoskeleton components, transcription factors, and proteins involved in the maintenance of DNA stability and replication to validate their expression changes by RT-qPCR. 3α-THP up-regulated six genes, two of them were also up-regulated by F. Two genes were up-regulated by P4 alone, however, such an effect was blocked by F when cells were treated with both steroids. The remaining genes were regulated by the combined treatments of 3α-THP + F or P4 + F. An in-silico analysis revealed that promoters of the six up-regulated genes by 3α-THP possess cyclic adenosine monophosphate (cAMP) responsive elements along with CCAAT/Enhancer binding protein alpha (CEBPα) binding sites. These findings suggest that P4 and 3α-THP regulate different sets of genes that participate in the growth of GBMs.

## 1. Introduction

Astrocytomas represent 40–50% of all primary Central Nervous System (CNS) neoplasms and at least 70% of all gliomas. The World Health Organization (WHO) classifies astrocytomas into four grades of malignancy (I–IV) [1]. Grade IV astrocytomas, also known as glioblastoma (GBM), constitute the most common and aggressive brain tumors due to their highly proliferative and infiltrative potential [2]. Steroid hormones such as progesterone (P4), participate in stimulating astrocytomas’ growth [3,4].

Neurons and glial cells metabolize P4, and its metabolites exert numerous actions in the CNS. The main metabolic pathway of P4 comprises two reduction reactions: First, the enzyme 5α-reductase (5αR1/2), which irreversibly reduces the double bond on C4–C5 of P4, metabolizes the hormone to 5α-dihydroprogesterone (5α-DHP). Subsequently, 5α-DHP is reduced by the enzyme 3α-hydroxysteroid dehydrogenase (3αHSD) into allopregnanolone (3α-THP) [5,6].

3α-THP is one of the most extensively studied neurosteroids, given its neuroprotective and myelination effects [7,8], and its role in regulating neural stem cells proliferation [9,10,11]. Regarding its mechanisms of actions, three main pathways have been described: (1) γ-aminobutyric acid receptor A (GABA_A_R) positive modulation [12]; (2) membrane P4 receptors (mPRs) direct activation [13,14]; and (3) pregnane xenobiotic receptor (PXR) interaction. Different reports show that GABA_A_R and mPRs signaling pathways increase cyclic adenosine monophosphate (cAMP) levels thus activating the transcription factor cAMP response binding element protein (CREB) [15], even a crosstalk between both has been suggested [13]. As a ligand-activated transcription factor, PXR induces target gene expression by binding to specific response elements [16].

Recently, we reported that the human GBM cell line U87 expresses 5αR1 and 2. Besides, 3α-THP induces GBM cell proliferation and regulates oncogene expression [17]. Despite these effects, neither the mechanisms of action involved in promoting GBM cell proliferation nor its role in modulating gene expression have been elucidated. Here we report the effects of 3α-THP, P4, and the 5αR inhibitor finasteride (F) on the gene expression profile of U87 cells. Interestingly, both 3α-THP and F induced the expression of genes involved in the maintenance of DNA integrity, DNA replication, and cytoskeleton reorganization.

## 2. Results

### 2.1. 3α-THP and F Promote Gene Expression Changes in U87 Cells

Recently, we reported that both 3α-THP and P4 promote U87 cell proliferation after 72 h of treatment [17]. In line with such results, we evaluated the gene expression profile in U87 cells at 72 h of treatment with 3α-THP (10 nM), P4 (10 nM), and F (100 nM). We performed a differential expression analysis by comparing all treatments against the vehicle. 

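The arrays measured total RNA of U87 cells, a human glioblastoma line, after 72 h with vehicle (V, DMSO), 3α-THP (10 nM), P4 (10 nM) or F (100 nM). For the vehicle, the paper and the sample characteristics give 0.1% DMSO and the protocol in the labels 10%, and the arrays do not show which holds. Each treatment was measured on 3 arrays, which makes 12 arrays in all. The deposited table gives, for each array, the authors' log2 value of 33297 transcript clusters, each the summary of a set of probes placed along one gene, normalized between the arrays. Of these, 21214 are named with at least 1 gene and were tested, 19460 of them with exactly 1 gene. The median of the tested clusters lay between 6.35 and 6.40 on every array. The 4 treatments were fitted together with limma 3.58.1, and each pair was compared. A gene counts as changed at the threshold of the methods, a fold over 1.5 with an unadjusted p under 0.05, and counts of genes are counts of transcript clusters. Beside it stands the Benjamini-Hochberg adjusted p over all tested clusters. Errors are limma's standard errors (SE) unless an SD is named. The 3 arrays per treatment limit the precision of every value.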

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [18] and are accessible through GEO Series accession number GSE108998 at [19]. Our results show that 3α-THP and F changed the expression of 137 and 90 genes respectively, while P4 modified only six (Figure 1a). 

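With 3α-THP, 144 of the 21214 tested transcript clusters changed, and with F 84 (n = 3 arrays per treatment). CCDC88A, which encodes the actin-binding protein girdin, had the largest rise among genes whose 3 arrays with 3α-THP all lay above the 3 V arrays, with a log2 fold change of 1.36 (SE 0.302). ESF1, a nucleolar factor of ribosomal RNA processing, rose by 1.26 (SE 0.25), EIF5B, a translation initiation factor, by 1.23 (SE 0.305) and ATRX, a chromatin remodeler, by 1.22 (SE 0.35). With F the largest rises among genes without such overlap were in GCC2, a golgin of the trans-Golgi network, at 1.09 (SE 0.295), and CCDC186 at 1.02 (SE 0.25). RB1CC1, which takes part in the start of autophagy, rose by 0.96 (SE 0.24) with F. These named genes did not pass the adjusted p, which was 0.376 to 0.446 with 3α-THP and 0.833 with F in limma. A single transcript cluster passed it with each steroid, one shared by 8 zinc finger genes. In limma its log2 fold change was 0.64 with 3α-THP (adjusted p = 0.0198) and 0.76 with F (adjusted p = 0.00289). No cluster passed with either steroid with the 2 groups alone, the analysis of variance or 1 cluster per gene, nor with 3α-THP without any 1 of 10 of the 12 arrays, all but P4 replicates 1 and 3, while 2 passed with each steroid with the replicate number as a block. With array weights 34 passed with 3α-THP and 1 with F. Without the arrays of replicate number 2, a setting added later, 3 and 6 passed. An unadjusted p under 0.05 was reached by 7.34% of the clusters with 3α-THP and by 4.69% with F. The count for 3α-THP was 240 without 3α-THP replicate 1, and the count for F was 44 without F replicate 3, 167 without F replicate 2 and 149 without V replicate 2. With the unpaired analysis of variance of the methods, 105 and 30 genes changed.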

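Of the genes past the threshold, 133 rose and 11 fell with 3α-THP, and 81 rose and 3 fell with F. EEA1, which tethers early endosomes, rose by 1.17 on the log2 scale with 3α-THP (SE 0.32), MNS1, a coiled-coil protein of sperm flagella, by 1.15 (SE 0.27) and LRRCC1, a centrosomal protein, by 1.14 (SE 0.26). KTN1, the kinesin-binding membrane protein kinectin, rose by 1.09 (SE 0.26) with 3α-THP and by 0.94 (SE 0.26) with F. BST2, the interferon-induced antiviral protein tetherin, fell by 0.69 with 3α-THP (SE 0.18). N4BP2L1 fell by 0.67 (SE 0.26) in one of its 2 clusters and had 0.21 in the other, MATCAP1, a tubulin carboxypeptidase, fell by 0.63 (SE 0.183) and RBM7, an RNA-binding protein of nuclear RNA decay, fell by 0.63 (SE 0.175). FAM99A, a non-coding RNA, fell by 0.60 (SE 0.15) in one of its 2 clusters and had -0.06 in the other, and the growth factor gene FGF1 fell by 0.60 (SE 0.22), which was named only after its value was seen. The other 5 clusters that fell have equal values on every array and are shared by copies of 1 small nucleolar RNA. With F, DOC2B, a calcium sensor of exocytosis, fell by 0.72 (SE 0.22) in one of its 2 clusters, a call lost without V replicate 1, and had -0.15 (SE 0.19) in the other, the vault RNA VTRNA1-1 fell by 0.72 (SE 0.27) and the lipase gene LIPK fell by 0.66 (SE 0.17). The 3 treated arrays lay apart from the 3 V arrays, without overlap, in 121 of the 144 genes with 3α-THP and in 46 of the 84 with F. By chance 10% of unselected genes would, and 11.3% and 9.11% of all tested clusters did. Since the 144 and 84 genes were selected on the same arrays, such genes also made up a median of 69.4% and 73.7% of those past the threshold in simulated data sets without a treatment effect (225 and 201 of 500 sets, those with at least 10 such genes). These sets leave out the replicate numbers. After quantile or cyclic loess normalization of the values, 6 and 5 genes fell with 3α-THP, and with the analysis of variance of the methods 2 did. Without 3α-THP replicate 1, 202 rose and 38 fell with 3α-THP, and without 3α-THP replicate 3, 6 fell. With F, 35 rose and 9 fell without F replicate 3, 140 and 9 without V replicate 2, and 159 and 8 without F replicate 2, while 8, 6 and 5 fell without V replicate 3, F replicate 1 and V replicate 1.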

Most of the differentially expressed genes were up-regulated by 3α-THP and F (132 and 86, respectively), whereas only five and four genes were down-regulated by each steroid, respectively. P4 up-regulated three genes and down-regulated another three (Figure 1a). Additionally, we performed the comparisons between P4 vs. F, 3α-THP vs. P4, and 3α-THP vs. F. In the first comparison, P4 up- and down-regulated five genes. 

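P4 changed 5 genes, of which 3 rose and 2 fell (n = 3 arrays per treatment). ENAM, which encodes an enamel matrix protein, rose by 0.87 on the log2 scale (SE 0.16), LCE2C, a protein of the cornified envelope, by 0.67 (SE 0.26) and LCN1, a lipocalin, by 0.65 (SE 0.25). The tubulin gene TUBA3E fell by 0.60 (SE 0.12) and VTRNA1-1 by as much (log2 fold change -0.60, SE 0.27). Of the 133 genes that rose with 3α-THP, LCE2C alone also rose with P4, although each had a positive fold change with P4, with a median log2 fold change of 0.25. Both comparisons use the same V arrays, and in 162 simulated data sets without a treatment effect a median of 99.7% of the genes that rose with 3α-THP were positive with P4, with a median log2 fold change of 0.379. These sets leave out the replicate numbers. In limma 0 genes passed the adjusted p with P4, 386 had an unadjusted p under 0.05, and the analysis of variance of the methods called 3 at the threshold and 0 at the adjusted p. The count with P4 was 16, 19 and 11 without V replicate 1, 2 and 3, and 13 and 15 without P4 replicate 1 and 2. Leaving out dim transcript clusters left 0 of the 5 genes.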

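Between P4 and F, 11 genes differed, 4 higher and 7 lower with P4. ARHGAP23 was higher with P4 by a log2 fold change of 0.73 (SE 0.16), the largest of the 4, and RPSA2 by 0.72 (SE 0.24). The growth hormone gene GH1 was higher by 0.59 (SE 0.17). The pseudogene REXO1L1P was higher by 0.59 (SE 0.15) in one of its own 6 clusters (0.37 in the other 5, which have equal values). LRRCC1 was lower with P4, at -0.70 (SE 0.26), and so was HMGN5, a nucleosome-binding protein, at -0.61 (SE 0.19). EEA1, GCC2, KTN1 and RAD50 were also lower with P4, at log2 fold changes of -0.74, -0.64, -0.62 and -0.62, with arrays of the 2 steroids overlapping, EEA1 and KTN1 being named after their values were seen. The doses differed, 10 nM for P4 and 100 nM for F. In limma 0 genes passed the adjusted p and 608 had an unadjusted p under 0.05, and the analysis of variance of the methods called 5 genes, 3 higher and 2 lower. The count was 19 with the replicate number as a block (4 higher and 15 lower), 66 without F replicate 2 (5 and 61), 57 without P4 replicate 3 (3 and 54) and 19 without P4 replicate 1 (8 and 11). Without F replicate 3 the balance turned to 7 higher and 4 lower, and without P4 replicate 2 it was 6 and 6. With dim transcript clusters left out, 0 were higher and 3 lower with P4.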

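Between 3α-THP and P4, both at 10 nM, 53 genes differed, 47 higher and 6 lower with 3α-THP. ESF1 and EIF5B were each higher with 3α-THP by a log2 fold change of 0.94 to 0.95 (SE 0.249 and 0.305), ZNF257, a zinc finger gene, by 0.80 (SE 0.20) in one of its 2 clusters and 0.31 in the other, and BOD1L1, which protects stalled replication forks, by 0.76 (SE 0.24). Of the 6 lower clusters, 5 are the equal copies of 1 small nucleolar RNA, and the other is the connexin gene GJB7 at -0.59 (SE 0.16). Between 3α-THP (10 nM) and F (100 nM), 12 genes differed, 5 higher and 7 lower with 3α-THP. The keratin-associated KRTAP5-5 was higher by 0.71 (SE 0.12), GH1 by 0.61 (SE 0.17) and DOC2B by 0.60 (SE 0.22) in one of its 2 clusters (0.04 in the other), and ARPP19, an inhibitor of a mitotic phosphatase, was lower at -0.76 (SE 0.21) in one of its 2 clusters and had -0.07 in the other. Of these 7 lower clusters, 5 are again the copies of 1 small nucleolar RNA. In limma 0 genes passed the adjusted p in either comparison, 841 and 485 had an unadjusted p under 0.05, and the analysis of variance of the methods called 17 and 4 genes. Without 3α-THP replicate 1 the counts were 135 and 55, while the count between 3α-THP and P4 was 102 without P4 replicate 3, 25 without P4 replicate 1 and 29 without 3α-THP replicate 3, and that between 3α-THP and F was 7 without V replicate 1, V replicate 3, P4 replicate 1 or P4 replicate 2. With 3α-THP against P4, 27 were lower without 3α-THP replicate 1, 11 without 3α-THP replicate 2 and 10 without P4 replicate 3. Between 3α-THP and F more were higher than lower without any 1 array except 3α-THP replicate 2.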

In the second analysis, 3α-THP up-regulated 33 genes, while in the third comparison it up-regulated two and down-regulated three genes (Figure 1a). Then, we investigated if there were transcripts whose levels were regulated by more than one steroid. Interestingly, 3α-THP and F changed the level of 69 transcripts, while 3α-THP and P4 changed the level of one gene. Furthermore, 66 genes were regulated by 3α-THP alone, 20 by F, and four by P4. 

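Both 3α-THP and F raised 74 genes, 88.1% of the genes that changed with F and 51.4% of those that changed with 3α-THP. The golgin gene GCC2 had a log2 fold change of 1.15 (SE 0.295) with 3α-THP beside 1.09 (SE 0.295) with F, and CCDC186 of 1.09 (SE 0.25) beside 1.02 (SE 0.25). RB1CC1 had 1.09 (SE 0.24) beside 0.96 (SE 0.24), and EIF5B 1.23 (SE 0.305) beside 0.94 (SE 0.305). No gene fell with both, and none went in opposite directions. LCE2C rose with 3α-THP and P4, VTRNA1-1 fell with F and P4, and 0 genes changed with all 3 steroids, or 1 with the replicate number as a block. Independent calls would share 0.508 genes that rose. Because both comparisons use the same V arrays, the overlap was also set against 500 simulated data sets without a treatment effect, in which it averaged 4.64 genes and was as large in 6. These sets leave out the replicate numbers. With the replicate number as a block the overlap was 82, and in 500 sets simulated with it the overlap averaged 0.958 genes and was as large in 0. Across all tested clusters, which are not independent replicates, the fold changes of 3α-THP and of F against V correlated at r = 0.712, where the shared V arrays alone gave 0.425 on average in the simulations. Comparisons that share no array gave r = 0.40 (3α-THP minus P4 with F minus V) and 0.352 (3α-THP minus V with F minus P4), within the ranges that held 95% of the simulated values, -0.815 to 0.76 and -0.804 to 0.715. The overlap was 33 without F replicate 3 and 129 without V replicate 2, and 25 with the analysis of variance of the methods.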

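Past the threshold were 69 genes with 3α-THP alone, 9 with F alone and 3 with P4 alone. Genes of mitosis are among those past it with 3α-THP and not with F. CENPF, a kinetochore protein, had a log2 fold change of 1.45 (SE 0.565) with 3α-THP and 0.84 (SE 0.565) with F. KIF20B, a kinesin of the late cell cycle, had 1.38 (SE 0.43) and 0.86 (SE 0.43), and ASPM, a spindle pole protein, had 1.34 (SE 0.51) and 0.86 (SE 0.51). In the direct comparison of the 2 steroids these 3 genes differed by 0.60, 0.51 and 0.48, each with an adjusted p of 1 in limma, and KIF20B and ASPM also passed the threshold with F with the replicate number as a block. Of the 70 genes past the threshold with 3α-THP and not with F, all had the same sign with F. Both use the same V arrays. In simulated data sets without a treatment effect or replicate numbers, a median of 97.8% of such genes did (202 sets with at least 10 of them). The only ones of them that passed it in the direct comparison were 5 clusters, the equal copies of 1 small nucleolar RNA. Of the 10 genes past it with F and not with 3α-THP, all had the same sign with 3α-THP, beside a median of 97% in 192 simulated sets, and DOC2B alone passed it in the direct comparison. DOC2B fell with F (log2 fold change -0.72), beside a log2 fold change of -0.12 (SE 0.22) with 3α-THP, in one of its 2 clusters, while the other had -0.15 with F and 0.04 in the direct comparison, where the call was also lost without 3α-THP replicate 2 or F replicate 3 and with the analysis of variance of the methods.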

One gene was regulated by the three steroids (Figure 1b). The lists of the differentially expressed genes are included in the Tables S1–S6. Principal Component Analysis (PCA) graph of normalized files and heatmaps are in the Supplementary Material (Figure S1). PCA reveals that samples were tightly grouped by steroid treatments except P4, which showed a similar distribution as compared with vehicle (Figure S1a). 

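On the first principal component of the tested transcript clusters, with 37% of the variance, the replicate number accounted for 88.2% of the spread between arrays and the treatment for 4.21%. On the second, with 16.4% of the variance, the treatment accounted for 55.6% and the replicate number for 31.5%. There the V and P4 arrays of replicates 1 and 2 lay low, and the 3α-THP and F arrays lay above the V array of the same number. The mean distance between arrays of one treatment was 35.3 and that between arrays of different treatments 33.9, on the log2 scale over all tested clusters, so that arrays of one treatment were not closer (exact permutation test, one-sided, p = 0.814). Arrays with the same replicate number lay closer together than the others, at 28.8 against 36.2 (exact permutation test, one-sided, p = 0.000519). With the replicate effect removed and treatments permuted within replicate numbers, the distances were 23.7 and 26.5 (exact permutation test, one-sided, p = 0.0556). Without the P4 arrays the distances within and between the other treatments were 36.5 and 35.3 (exact permutation test, one-sided, p = 0.693), and 23.3 and 27 with the replicate effect removed (exact permutation test, one-sided, p = 0.0556).

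**Figure D1:**
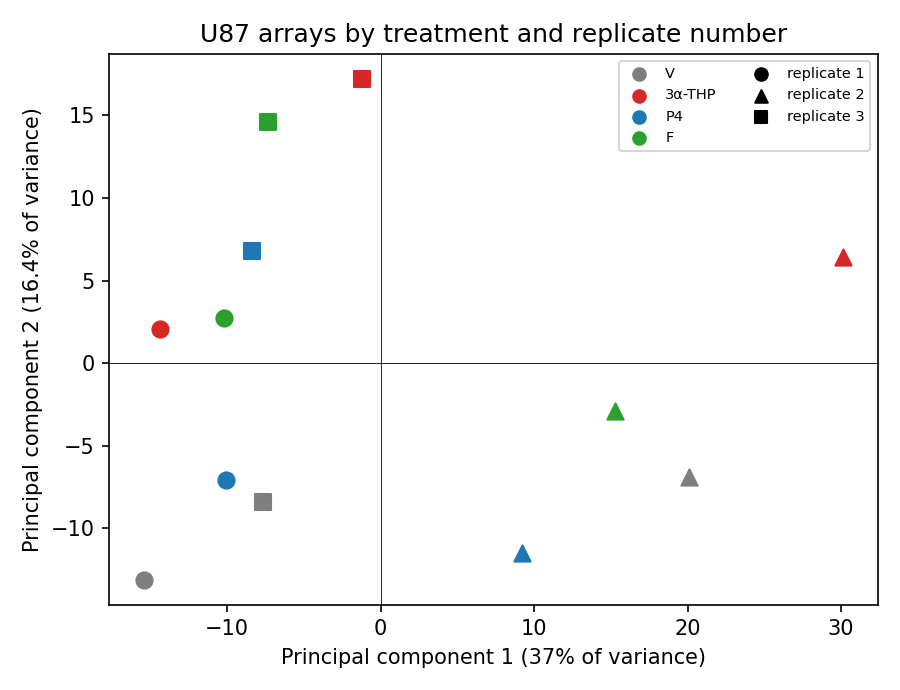
Scores of the 12 arrays on the principal components 1 and 2 of the centered log2 values, with colors for the treatment and symbols for the replicate number. The 4 arrays of replicate 2 lie to the right on component 1, and the 3 V arrays lie below 0 on component 2.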

Heatmaps were performed to determine hierarchical clusters of genes up- or down-regulated by 3α-THP, P4, or F in comparison with vehicle (Figure S1b–d) or by the comparison between steroids (Figure S1e–g). These results are summarized in Figure 1a.

### 2.2. 3α-THP and F Increase the mRNA Levels of Proteins Involved in Several Cellular and Metabolic Processes

We performed an enrichment analysis of gene ontology categories using the database PANTHER to identify possible biological processes altered by 3α-THP or F at 72 h of treatment in U87 cells. Cross-examination using the DAVID enrichment algorithm [20,21] confirmed the results. 125 out of the 132 genes up-regulated by 3α-THP treatment were classified under one or more Gene Ontology (GO) categories. The most enriched categories were “cellular process” and “metabolic process”, which included 51 and 32 genes, respectively. Other enriched categories were “biological regulation” (23 genes), “cellular component organization or biogenesis” and “localization” each with 16 genes, and “response to stimulus” (15 genes) (Figure 2a,b). Among the 51 enriched genes in the “cellular process” category, a sub-classification analysis showed that twelve genes code for proteins relevant for cell communication, and eleven for cell cycle processes. 

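Of 53 measured genes of G2 and M phase, 5 rose with 3α-THP, none fell and 48 did not pass the threshold. They are the kinesin genes KIF20B and KIF18A, the kinetochore genes CENPE and CENPF, and ASPM. KIF18A, which limits chromosome oscillations at the spindle, had a log2 fold change of 0.99 (SE 0.28) and CENPE of 1.00 (SE 0.415). KIF14, a kinesin of cytokinesis, had 0.885 and passed the threshold only with the replicate number as a block. The median of the list was 0.27, and 52 of its 53 members had a positive fold change. In limma's camera test, which sets each of 42 lists against all other genes, the list was higher at an adjusted p = 4.46e-08 (adjusted p = 0.759 with an estimated correlation). At the adjusted p, over all genes or adjusted over the list alone, 0 members passed. Of 55 genes of S phase and DNA replication, 1 rose, RIF1, which also passed when adjusted over the list alone and which sets the timing of replication, and the median was 0.07. That list did not pass at an adjusted p = 0.0595 (0.96 as adjusted p with an estimated correlation) but was higher with the replicate number as a block, at an adjusted p = 0.000965. The camera p values use a preset correlation of 0.01 between genes of a list, and with an estimated one 0 of the 15 lists that passed with 3α-THP held. The spread between arrays of one treatment was wide for these genes, as for CENPF, whose SD was 1.07 in V and 1.20 with 3α-THP (n = 3).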

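Of 56 genes of chromosome segregation, 12 rose with 3α-THP and none fell. Among them are the condensin genes SMC2 and SMC4, at log2 fold changes of 0.86 (SE 0.29) and 1.05 (SE 0.31), the cohesin gene SMC3 at 0.72 (SE 0.22) and the cohesin loader NIPBL at 0.84 (SE 0.23). ESCO1, which acetylates cohesin, rose by 0.67 (SE 0.18) and SGO2, which protects it at the centromere, by 1.00 (SE 0.36). The list was higher in limma's camera test (median 0.23, adjusted p = 2.06e-12; adjusted p = 0.684 with an estimated correlation), with 7 members past the adjusted p when adjusted over the list alone and 0 over all genes. Of 54 genes of the centrosome and centriolar satellites, 9 rose, among them AKAP9, a scaffold of microtubule nucleation, by 0.84 (SE 0.31) and CEP290 of the ciliary transition zone by 0.83 (SE 0.35). That list was higher at an adjusted p = 1.57e-13 (adjusted p = 0.325 with an estimated correlation), with 8 members past when adjusted over the list alone and 0 over all genes. Of 47 genes of double-strand break repair, 4 rose, RAD50, RIF1, SMC5 and SMC6 (3 adjusted over the list alone, 0 over all genes), and the list was higher at an adjusted p = 9.2e-07 (adjusted p = 0.684 with an estimated correlation). Of 27 genes of cytokinesis, ROCK1 and ROCK2 rose (2 adjusted over the list alone, 0 over all genes), with a median of 0.07 and an adjusted p = 0.282 (0.96 as adjusted p with an estimated correlation). With the replicate number as a block in limma the cytokinesis list was higher at an adjusted p = 0.0172. Of 32 genes of dynein-2, kinesin-2 and intraflagellar transport, DYNC2H1 rose (1 adjusted over the list alone, 0 over all genes). The study chose DYNC2H1 for RT-qPCR on these arrays. The list was higher at an adjusted p = 0.0374 (adjusted p = 0.684 with an estimated correlation). That call was lost once a trend with gene length was removed from each array (limma, adjusted p = 0.116). The median of the list did not shrink, at 0.0496 before the removal and 0.0559 after it, while that of all tested clusters moved from -0.0271 to -0.00306. Of 29 genes of cytoplasmic dynein, dynactin and kinesin-1, 0 changed, and the list did not pass (limma, adjusted p = 0.92).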

The rest of the genes were enriched in the sub-categories “chromosome segregation” (3), “cellular component movement” (7), and “cytokinesis” (2). The analysis for the “metabolic process” category showed that among the 32 enriched genes, 27 were sub-classified into “primary metabolic process”. The remaining genes were classified into the next categories: biosynthetic process (14), nitrogen compound metabolic process (17), phosphate-containing compound metabolic process (9), and catabolic process (10) (Figure 2a).

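Genes of the respiratory chain and of cholesterol synthesis were lower as lists with 3α-THP, with no member past the threshold, and both calls were lost with an estimated correlation (limma adjusted p = 0.684 for each). Of 62 nuclear genes of the respiratory chain, 54 had a negative fold change, with a median log2 fold change of -0.125, and the largest was that of COX5B, a subunit of cytochrome c oxidase, at -0.38 (SE 0.09). The list was lower in limma's camera test at an adjusted p = 2.12e-05. Of 19 genes of cholesterol synthesis, 16 had a negative fold change, with a median of -0.175. FDPS, which makes farnesyl diphosphate, had -0.34 (SE 0.09) and DHCR7, the last enzyme of the pathway, -0.42 (SE 0.14). That list was lower at an adjusted p = 0.000749. Of 27 genes of hypoxia and glycolysis, 0 changed, with a median of -0.07, and the list did not pass in limma (adjusted p = 0.0989; adjusted p = 0.752 with an estimated correlation). It was lower with the replicate number as a block (adjusted p = 0.0235), which was not combined with an estimated correlation. In nitrogen and nucleic acid metabolism, 1 of 14 genes of translesion DNA synthesis rose, REV3L (2 adjusted over the list alone, 0 over all genes). The list was higher at an adjusted p = 4.64e-05 (adjusted p = 0.325 with an estimated correlation). The study chose REV3L for RT-qPCR on these arrays. No member of the 3 other lists passed the adjusted p, over all genes or adjusted over the list alone.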

According to the GO over-representation analysis for F up-regulated genes (Figure 2a,c), the enriched categories were “cellular process”, “biological regulation”, and “metabolic process”, represented by 51, 23, and 32 genes respectively. 

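With F, 7 of 56 genes of chromosome segregation rose, SMC2, SMC3, SMC4, SMC6, NIPBL, TPR and KIF18A, and none fell. SMC4 had a log2 fold change of 0.77 (SE 0.31), KIF18A of 0.70 (SE 0.28) and NIPBL of 0.65 (SE 0.23). The list was higher in limma's camera test (median 0.05, adjusted p = 0.000124; adjusted p = 0.932 with an estimated correlation), and 0 members passed the adjusted p, over all genes or adjusted over the list alone. Of 54 genes of the centrosome, 5 rose (2 adjusted over the list alone, 0 over all genes), among them CEP162, which marks the ends of axonemal microtubules, by 0.69 (SE 0.16). That list was higher at an adjusted p = 2.18e-08 (adjusted p = 0.355 with an estimated correlation). Of 53 genes of G2 and M phase, KIF18A alone rose, with a median of 0.02 and an adjusted p = 0.17 in limma, while KIF20B, ASPM and CENPE also passed the threshold with the replicate number as a block. Double-strand break repair was higher with 3 of 47 genes, RAD50, RIF1 and SMC6 (1 adjusted over the list alone, 0 over all genes), at an adjusted p = 0.000111 (adjusted p = 0.899 with an estimated correlation). ROCK1 and ROCK2 rose among the 27 genes of cytokinesis (2 adjusted over the list alone, 0 over all genes), a list that did not pass in limma (median -0.02, mean 0.04, adjusted p = 0.455). Genes of the respiratory chain were lower, with a median of -0.08 and 0 of 62 past the threshold, at an adjusted p = 0.00249 (adjusted p = 0.929 with an estimated correlation), a call lost once a trend with gene length was removed (limma, adjusted p = 0.0643).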

The analysis of the “cellular process” category showed the enrichment of nine genes in “cell cycle” and in “cell communication” categories, respectively. The remaining genes were sub-classified in “cellular component movement” (7), “cytokinesis” (3), and “chromosome segregation” (2). Moreover, genes grouped in the category of “metabolic process” were sub-classified into the categories: biosynthetic process (10), nitrogen compound metabolic process (10), catabolic process (6), and primary metabolic process (17). These data show that both 3α-THP and F could regulate the same type of genes.

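The 2 steroids shared 8 lists that were higher and 2 that were lower. With F, 10 of 42 lists passed, and each of these, among them the 10 genes chosen for RT-qPCR, passed in the same direction with 3α-THP, while 0 of the 10 kept their call with an estimated correlation. Both comparisons use the same V arrays, and the genes for RT-qPCR were chosen on these arrays. No value without a treatment effect was computed for shared lists, so that this agreement does not show a shared effect. With the replicate number as a block in limma, replication-dependent histones were also lower with F (adjusted p = 0.00251), with 0 of 58 past the threshold. Without the block they did not pass (adjusted p = 0.17, and 0.932 with an estimated correlation). The block was not combined with an estimated correlation. The histones did not pass with 3α-THP (limma, adjusted p = 0.759 with the block). In the direct comparison they were higher with 3α-THP than with F (limma, adjusted p = 0.0258; adjusted p = 0.969 with an estimated correlation). That call was also lost after quantile or cyclic loess normalization or removal of the gene length trend (limma, adjusted p = 0.0841, 0.0936 and 0.185). Their median difference stayed about as large, at 0.106, 0.103 and 0.0898 beside 0.102 in the fit reported. Translesion DNA synthesis was higher with F at an adjusted p = 0.000108 and intraflagellar transport at an adjusted p = 0.00238 (adjusted p = 0.355 for each with an estimated correlation). Small nucleolar RNAs with a transcript cluster of their own were lower with both, with 0 of 189 past the threshold and medians of -0.11 with 3α-THP (adjusted p = 0.000251; adjusted p = 0.736 with an estimated correlation) and -0.09 with F (adjusted p = 0.000128; adjusted p = 0.899 with an estimated correlation). The 5 equal clusters shared by copies of SNORD3, which passed the threshold with 3α-THP (log2 fold change -0.733), are not in this list, since it takes clusters with 1 gene. In the direct comparison, genes of G2 and M phase were higher with 3α-THP than with F, with a median difference of 0.26 in log2 fold change, positive in 53 of 53 genes (adjusted p = 2.22e-06; adjusted p = 0.969 with an estimated correlation). Genes of cholesterol synthesis were lower with 3α-THP than with F by a median of -0.19 (adjusted p = 0.000309; adjusted p = 0.969 with an estimated correlation). F was given at 100 nM and 3α-THP at 10 nM, so that the comparison is not at matched doses.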

### 2.3. 3α-THP and F Increase the Expression Level of Genes Selected for Validation

Considering the results of both the microarrays and the GO over-representation analyses, we chose ten interesting genes that participate in diverse cell processes for validation (their function is described in Table S7). We selected the genes according to their Fc and *p* values, as well as for their occurrence in the most enriched categories (Table 1). However, among the selected genes, *ESF1* and *RIF1* caught our interest due to their high Fc (*ESF1*: Fc = 3.7, *p* = 0.010, *RIF1*: Fc = 2.69, *p* = 0.015) despite not being included in any PANTHER protein class. 

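All 10 genes chosen for RT-qPCR rose with 3α-THP on the arrays, 8 rose with F and 0 with P4 (n = 3 arrays per treatment). TPR, a protein of the nuclear pore basket, rose with 3α-THP by 1.13 on the log2 scale (SE 0.25) and with F by 0.89 (SE 0.25). RAD50, of the MRE11 complex of double-strand break repair, rose by 1.03 (SE 0.21) and 0.91 (SE 0.21), and REV3L, the catalytic subunit of DNA polymerase zeta, by 0.80 (SE 0.18) and 0.65 (SE 0.18). DYNC2H1, the heavy chain of the dynein of cilia, rose by 0.71 (SE 0.16) and 0.62 (SE 0.16) in one of its 2 transcript clusters, while the other had 0.53 (SE 0.23) and 0.33 (SE 0.23). PCM1, the scaffold of centriolar satellites, rose with 3α-THP by 0.60 (SE 0.15) and had 0.50 (SE 0.15) with F, a fold of 1.41 and under the threshold. With P4 the 10 genes had a median of 0.27 and the group was higher in limma's camera test (adjusted p = 3.35e-05; adjusted p = 0.989 with an estimated correlation). It was the only list that passed with P4, and without P4 replicate 3 no list passed. For each of the 10 genes P4 replicate 3 was the highest P4 array. TPR had 8.058 there, beside 7.275 and 7.545 in P4 replicates 1 and 2 and a mean of 7.31 in V. Since the study chose these genes on the same arrays, their direction is not independent evidence. Adjusted over the list alone, 10 passed with 3α-THP, 10 with F and 0 with P4, and over all genes 0 passed in limma. With the analysis of variance of the methods 5 of the 10 rose with F.

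**Figure D2:**
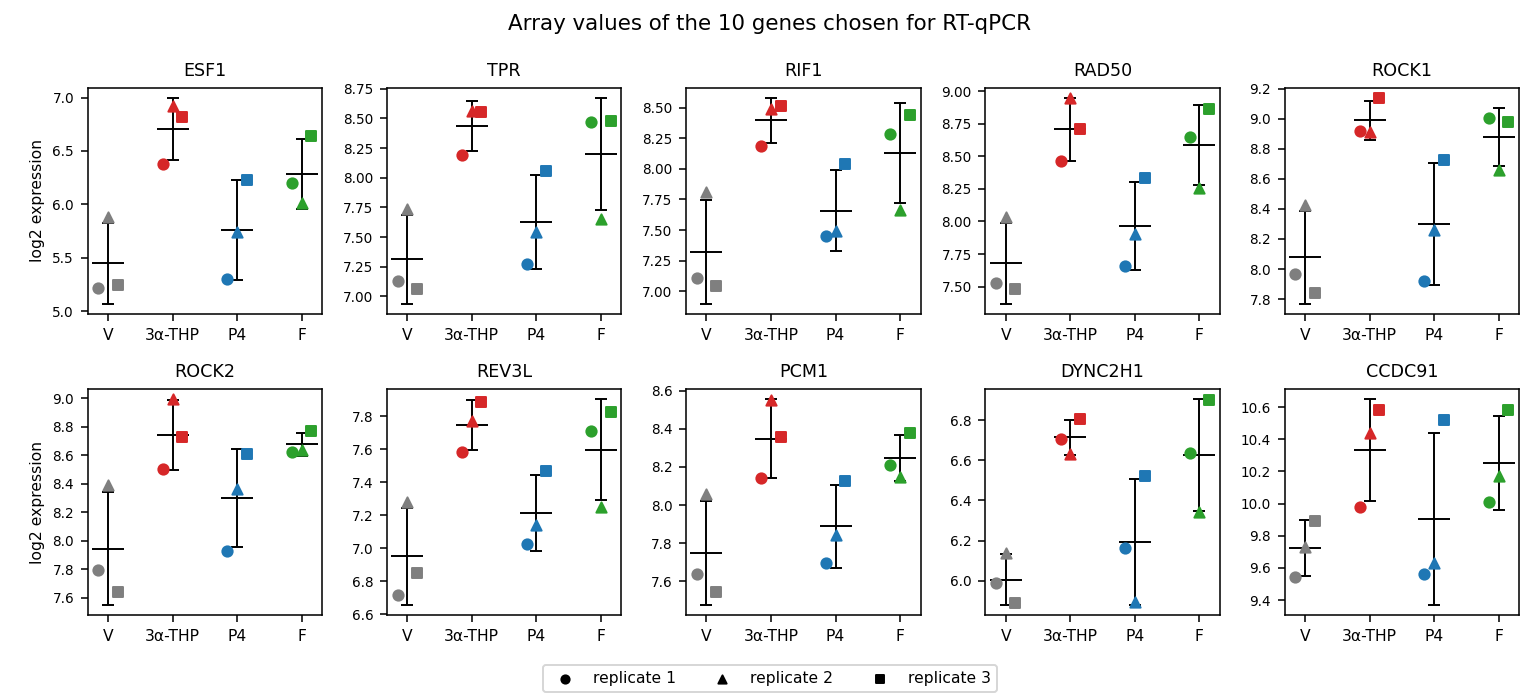
Log2 expression of each of the 10 genes on every array, with the mean and SD of the 3 arrays per treatment as bars and symbols for the replicate number. Every array with 3α-THP lies above every V array in all 10 genes. DYNC2H1 is drawn for its brighter transcript cluster.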

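ESF1 had a mean log2 value of 5.45 ± 0.38 (SD, n = 3) in V, 6.71 ± 0.29 with 3α-THP, 5.76 ± 0.47 with P4 and 6.28 ± 0.33 with F. Its fold against V was 2.39 with 3α-THP (adjusted p = 0.376 from limma) and 1.78 with F (adjusted p = 0.911). RIF1, which acts in replication timing and in the choice of break repair, had 7.32 ± 0.42 (SD, n = 3) in V, 8.40 ± 0.18 with 3α-THP, 7.66 ± 0.33 with P4 and 8.13 ± 0.41 with F. Its fold was 2.11 with 3α-THP (limma, adjusted p = 0.376) and 1.75 with F (adjusted p = 0.898), where arrays of F and V overlapped. Of 55 genes of nucleolar ribosome biogenesis, the process in which ESF1 acts, ESF1 alone rose with 3α-THP and with F. It passed when adjusted over the list alone with 3α-THP, and 0 members passed with F or over all genes. The list did not pass in limma's camera test, with a median of 0.03 and an adjusted p = 0.241 for 3α-THP and a median of -0.04 and an adjusted p = 0.915 for F.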

Besides, *CCDC91* (Fc = 1.68, *p* = 0.037) was enriched in a Golgi-proteins cluster when the gene enrichment analysis was performed in DAVID, but not in PANTHER.

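CCDC91, an adaptor of the trans-Golgi network, rose by 0.61 on the log2 scale with 3α-THP (SE 0.24, adjusted p = 0.614 from limma) and had 0.53 (SE 0.24) with F, a fold of 1.44. Of 28 golgins and other Golgi tethering genes, 7 rose with 3α-THP and 6 with F. The golgin genes GOLGA4 and GOLGB1 rose by 1.00 (SE 0.296) and 0.95 (SE 0.295) with 3α-THP, and by 0.88 and 0.79 with F. TRIP11, a golgin of the cis-Golgi, rose by 1.03 (SE 0.31) with 3α-THP and 0.92 with F, and TMF1 by 0.62 (SE 0.20) and 0.60. The list was higher with 3α-THP in limma's camera test (adjusted p = 0.00549; adjusted p = 0.684 with an estimated correlation) and with F (adjusted p = 0.000128; adjusted p = 0.407 with an estimated correlation). Its median was 0.01 with 3α-THP and 0.07 with F. When adjusted over the list alone 6 passed with 3α-THP and 2 with F, and over all genes 0. Of 113 genes named for a coiled-coil domain (CCDC), 5 rose with 3α-THP and 2 with F, and that list was higher at an adjusted p = 0.0332 and 0.0293 (adjusted p = 0.557 and 0.355 with an estimated correlation). The call with 3α-THP was lost after quantile or cyclic loess normalization (limma, adjusted p = 0.0501 and 0.0613). The median of the list did not shrink, at 0.0133 and 0.0215 beside 0.00216 in the fit reported. Adjusted over the list alone, 2 of these passed with 3α-THP and 0 with F, and 0 over all genes.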

For the gene expression validation, we included the treatments used for the microarray analysis (V, 3α-THP, P4, and F) as well as the combined treatments of P4 + F and 3α-THP + F. The latter two were used to determine if 5αR inhibition interfered with the effects of P4 and to discard the fact that F could affect the actions of 3α-THP. The RT-qPCR experiments shown in Figure 3 denote with grey bars the gene expression changes obtained by the microarray analysis. Accordingly, 3α-THP increased the expression of six out of the ten genes chosen for validation, and F changed the expression levels of only one gene (Figure 3).

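ROCK1, a kinase that acts on actomyosin, rose with 3α-THP by 0.91 on the log2 scale (SE 0.19, 95% confidence interval 0.49 to 1.33) and with F by 0.80 (SE 0.19, 0.38 to 1.22). ROCK2, its paralog, rose by 0.80 (SE 0.20, 0.36 to 1.23) and 0.73 (SE 0.20, 0.30 to 1.16). Every array with either steroid lay above every V array for both genes, and neither passed the adjusted p in limma (0.376 and 0.406 with 3α-THP, 0.833 for both with F). Between 3α-THP and F, ROCK1 differed by 0.11 (95% confidence interval -0.31 to 0.53) and ROCK2 by 0.06 (-0.37 to 0.50). With P4 the log2 fold changes were 0.22 (SE 0.19) for ROCK1 and 0.36 (SE 0.20) for ROCK2.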

The microarray experiments showed that ROCK1 and ROCK2 expression increases with 3α-THP and F treatments. Remarkably, the RT-qPCR data indicate that only 3α-THP regulates the expression of these two genes and that F blocked such an effect as shown in the 3α-THP + F treatment (Figure 3a,b). DYNC2H1 expression regulation coincides with the microarray data, and the P4 + F treatment also up-regulated this gene (Figure 3c). Interestingly, the expression level of CCDC91 did not change with any of the single treatments, but it significantly decreased with 3α-THP + F and P4 + F (Figure 3d). The levels of REV3L mRNA augmented with 3α-THP as in the microarray data, and an increase was also observed for both combined treatments (Figure 3e). Concerning RAD50, its expression levels were modified only by 3α-THP + F, but not by the single treatments of 3α-THP and F as expected (Figure 3f). The expression of RIF1 was elevated by 3α-THP according to the microarray results, although F also augmented its expression (Figure 3g). ESF1 was expected to be up-regulated by 3α-THP and F according to the microarray analysis, but the validation showed an increase with the combined treatments (Figure 3h). Lastly, neither 3α-THP nor F modified the expression of PCM1 or TPR (Figure 3i,j, respectively) as in the microarray data. In the case of both genes, P4 promotes an increase in their expression and F significantly abolished this effect as seen in the combined treatment of P4 + F. As 3α-THP up-regulates the expression of six genes chosen for validation, we explored through a bioinformatic analysis the possible mechanism by which 3α-THP could regulate the expression of such genes.

### 2.4. CREB1 and CEBPa Could Mediate 3α-THP-Dependent Transcriptional Effects

As 3α-THP regulates the expression of six out of the ten genes chosen for validation, we performed an in-silico analysis for putative transcription factor binding sites (TFBS) in their promoter regions. The bioinformatic analysis focused on the transcription factors CCAAT/Enhancer binding protein alpha (CEBPα), CREB1, and PXR, which are known to participate in 3α-THP mechanisms of action. Four bioinformatic tools were used for the prediction of the TFBS: JASPAR, Unipro UGENE v.1.26.3, UCSC Genome Browser, and TRANSFAC. UGENE software was used to compile the data. Only the binding sites predicted by two or more programs (similarity score > 0.8, *p* < 0.05) were considered as positive hits. The selected genes for this analysis were DYNC2H1 (Figure 4a), ESF1 (Figure 4b), REV3L (Figure 4c), RIF (Figure 4d), ROCK1 (Figure 4e), and ROCK2 (Figure 4f). In every analyzed gene regulatory region, the most abundant TFBS were for CREB1 and CEBPα and few for PXR. Except for REV3L, most of the binding sites are located in the promoter regions. These data suggest that these factors should regulate the 3α-THP-dependent transcription of the selected genes.

## 3. Discussion

This study aimed to evaluate the gene expression profile changes produced by 3α-THP, P4, and F in U87 cells, and correlate them with our previous proliferation data [17]. First, we performed a PCA of the microarray data after their normalization. Displaying the principal components of the microarray data allows possible batch effects to be identified, such as technical variables affecting the interesting biological variability between conditions [22], in this case, 3α-THP, P4, and F treatments. This analysis let us identify some additional changes in gene expression more precisely related to 3α-THP and F treatments, than with the simple normalization without determining principal components. We found a tight grouping between treatments, except for P4 and V. This correlates with the fact that P4 and vehicle treatments display a very similar expression profile, since P4 altered the expression of only six genes as compared with vehicle. Moreover, the microarray analysis showed that 3α-THP promotes more changes in the gene expression profile of U87 cells than P4. This difference could be due to their specific mechanisms of action. 

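P4 and its reduced metabolite 3α-THP were given at the same dose, 10 nM, for 72 h, and 44 of the 133 genes that rose with 3α-THP over V were also higher with 3α-THP than with P4. The median difference between the 2 steroids over the 133 genes was 0.51 on the log2 scale, positive in 132 of them. These genes were selected on the same 3α-THP arrays, and in 162 simulated data sets without a treatment effect the median difference over genes selected in this way was 0.349 (95% of sets between -0.163 and 0.877), with a median of 99.7% positive. The 44 genes are 33.1% of the 133, within the 0% to 91.9% that held 95% of these sets. These sets leave out the replicate numbers, which pair the arrays, and no such share was computed with the replicate block. Whether the 33.1% exceeds what paired arrays without a treatment effect would give therefore cannot be told. Of the 10 genes chosen for RT-qPCR, ESF1, TPR, RIF1, RAD50 and ROCK1 were higher with 3α-THP than with P4, with 95% confidence intervals of 0.41 to 1.49, 0.27 to 1.36, 0.23 to 1.25, 0.30 to 1.19 and 0.27 to 1.11. CCDC91 did not pass, at 0.43 with an interval of -0.09 to 0.95, and neither did PCM1, at 0.46 with an interval of 0.13 to 0.79. Genes of G2 and M phase were higher with 3α-THP than with P4, 5 of 53 past the threshold, with a median of 0.32 (camera test of limma, adjusted p = 1.14e-09; adjusted p = 0.789 with an estimated correlation). Adjusted over the list alone 0 of these passed, and 0 over all genes. Genes of the extracellular matrix were lower with 3α-THP than with P4, with 0 of 30 past the threshold and a median of -0.125 (adjusted p = 0.00655; adjusted p = 0.789 with an estimated correlation), a call lost after quantile or cyclic loess normalization (limma, adjusted p = 0.187 and 0.0774). The median of the list was then -0.0648 and -0.082. The paper relates the similarity of P4 and V in the principal components to the few genes that P4 altered.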

There are two main mechanisms of action of P4: the classical and the non-classical. The first one depends on the binding of P4 to its intracellular receptor (PR) that functions as a transcription factor, and the second one is mediated by mPRs, which are G protein-coupled receptors that activate different signaling pathways involving the production of second messengers (for review see [23]). We and others have reported that P4 induces the expression of cyclins, growth factors such as vascular endothelial growth factor (VEGF) or epidermal growth factor (EGF), and receptors like EGF(R) through PR activation [24]. However, these effects had been detected at 12 h or less of treatment [24,25]. The few changes in gene expression with P4 at 72 h of treatment could be associated with its mechanism of action: once PR is active, the ligand-dependent phosphorylation of the receptor that increases its transcriptional activity [26,27] also promotes its degradation by de 26S proteasome. PR degradation has been reported to occur between 4 and 12 h in breast cancer cells [28], whereas in the human astrocytoma cell line U373 takes 3–5 h [26]. Nevertheless, we have previously reported that 3α-THP promotes U87 cell proliferation in a very similar manner as P4 at 72 h of treatment [17], despite not presenting affinity to PR [29].

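The mean distance between 3α-THP and F arrays was 33.7 on the log2 scale over all tested clusters, beside 38.2 between 3α-THP and V arrays, 35.0 between 3α-THP and P4 arrays and 34.1 between F and V arrays. It was 31.1 between F and P4 arrays and 31.5 between P4 and V arrays. Within a treatment it was 40.6 for 3α-THP, 32.9 for F, 31.7 for P4 and 36.0 for V (n = 3 arrays each). For 3α-THP and F together the distance within treatments was 36.8 and that between them 33.7, and for P4 and V 33.9 and 31.5, where the 10 splits of 6 arrays allow no exact permutation p under 0.1, so that no separation could be shown. With the replicate effect removed they were 22.9 within and 24.5 between for 3α-THP and F, and 24.4 and 24.9 for P4 and V. Averaged over the 133 genes that rose with 3α-THP, centered over the 12 arrays, the 3α-THP arrays stood at 0.17, 0.44 and 0.51 and the F arrays at 0.287, -0.0904 and 0.475. The V arrays stood at -0.555, -0.134 and -0.596 and the P4 arrays at -0.40, -0.26 and 0.15. These genes were chosen on the same arrays.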

Another interesting observation of our microarrays results is that groups of 3α-THP and F are more related in the PCA analysis. According to this, we found many regulated-genes by both F and 3α-THP, than those discovered with a simple normalization and gene expression analysis. F regulates 69 genes also modified by 3α-THP. When the gene ontology analysis of up-regulated genes by 3α-THP or F was performed, we found a higher enrichment in the category of “cellular process”, specifically in the subcategories of “cell cycle”, “cell communication” and “cell component movement”. The category of “metabolic process” was highly enriched in all the subcategories reported. Despite F being a well-known 5αR inhibitor, it also modifies the expression of a wide range of genes in different biological systems [30,31,32]. However, the mechanisms by which F exerts its agonistic effects are not fully elucidated. Wu (2013) and coworkers proposed that, due to their steroid-based structure, F could interact with the androgen receptor (AR) and modulate the expression of target genes such as the prostate-specific antigen in prostate cancer cell lines. Nevertheless, these effects might depend on the inherent cellular characteristics. Another hypothesis suggests that F and/or other 5αR inhibitors with steroid structure could interfere with the formation of the active complex of the AR and its natural ligand, dihydrotestosterone [33,34]. Besides, F could modify the levels of other steroids susceptible to 5α-reduction including testosterone, androstenedione, aldosterone, cortisol, and deoxycorticosterone. These steroids modulate gene expression, and their effects could be affected by the F treatment [35]. Additionally, there are other P4 metabolites whose synthesis does not directly depend on 5αR. For example, there is 3α-hydroxy-4-pregnen-20-one (3αHP), which is the product of the direct reduction of P4 by the enzyme 3αHSD. This metabolite has a similar mechanism of action as 3α-THP [36], and it is also a positive modulator of GABA_A_R [37]. Therefore, F treatment could enhance alternative P4 metabolic pathways as described. Despite the fact that F did not increase proliferation in U87 GBM cell line in our previous work [17], here we suggest that F and 3α-THP should enhance the malignancy of the cells since the genes regulated by these steroids are related with cell migration, DNA repair and cell cycle.

Particularly interesting is the 3α-THP-dependent regulation of *ROCK1* and *ROCK2* expression, which are key regulators of cell morphology, cell invasion, migration, and proliferation [38,39,40]. In fact, Rho/ROCK is one of the most important pathways that favors GBM cell migration, as ROCK phosphorylation targets include essential proteins involved in actomyosin contraction [41,42]. Recently, reports show that 3α-THP promotes rat Schwann cell migration in culture [43], suggesting that the induction of ROCK expression should increase GBM cell migration.

Remarkably, both 3α-THP and F regulated RIF1, indicating that other metabolites besides 3α-THP, whose levels might be modified by the treatment of F, could be responsible for this increase. Besides, the promoter of this gene presented many CREB1 binding sites. CREB acts downstream of the signaling pathway of GABA_A_R, a receptor targeted by 3α-THP and other P4 metabolites. RIF1 is of particular interest, given its relevance for the maintenance of the DNA stability and induction of DNA replication [44,45].

In contrast, 3α-THP, F, and the combined treatment of P4 + F regulate DYNC2H1 expression, suggesting different mechanisms of action promoted by other P4 metabolites such as the ones synthesized by 3αHSD. The cytoplasmic localization of DYNC2H1 protein has been associated with resistance to the primary GBM chemotherapeutic agent temozolomide [46].

Furthermore, *REV3L* and *ESF1* were regulated by 3α-THP and by the two combined treatments, suggesting that the effect of 3α-THP is maintained even with F treatment. Besides, 5αR-independent P4 metabolism could contribute to the up-regulation of such genes when treated with P4 + F. Interestingly, at least one of the combined treatments induced the expression of genes such as *CCDC91* and *RAD50*, and thus, they might be regulated differently. In the case of *TPR* and *PCM1*, both involved in cell division, P4 alone increased the expression of both genes, and its effect was blocked by F as observed in the combined treatment. This result also indicates that the P4-dependent expression of *PCM1* and *TPR* could be mediated by other 5α-reduced metabolites such as 5α-DHP, which can directly activate PR [29].

As mentioned before, reports indicate that 3α-THP could bind to specific mPRs. These receptors comprise the class II of the progesterone and adipoQ receptor family (PAQR) which includes five members: PAQR7 (mPRα), PAQR8 (mPRβ), PAQR5 (mPRγ), PAQR6 (mPRδ), and PAQR9 (mPRε). It has been suggested that the first three members are coupled to inhibitory G-proteins (G_i_), whereas the lasts two activate stimulatory G-proteins (G_s_) (for review see [47]). The high affinity of 3α-THP for mPRδ [14] could lead to the activation of the adenylyl cyclase, followed by an increase of intracellular cAMP levels, activation of the protein kinase A (PKA), and phosphorylation of CREB transcription factor. In fact, Shimizu and coworkers (2015) reported that H-89, a PKA inhibitor, blocked the effect of 3α-THP on the drebrin clusters density, an important protein in the formation of dendritic spines [15]. The prediction of a high number of CREB binding sites in the promoter region of the validated genes suggests that 3α-THP promote gene expression in a CREB-dependent manner in GBM. Besides, CREB expression and activation is directly related with the astrocytoma grade [48] and participates in the up-regulation of genes involved in DNA repair such as RAD50 as well as genes promoting cell proliferation and cytokinesis in PC12 cells [49]. Interestingly, 3α-THP (10 nM) induces CREB phosphorylation in rat Schwann cells [50]. Also, CREB binding sites are commonly found near CEBPα and CEBPβ sites, and both transcription factors are required to obtain a robust expression of different genes [51,52]. In U87 cells, there is evidence of a high CEBPα expression [53], which led us to determine the presence of CEBPα sites along with CREB sites in the promoter of the validated genes.

Regarding PXR, we cannot discard the possibility that this receptor regulates the expression of the evaluated genes, given that 3α-THP can directly activate it in vivo [16]. PXR modulates the expression of genes whose products are mainly involved in xenobiotic metabolism [54].

This work shows the importance of determining 3α-THP mechanisms of action in GBMs, and to take into consideration steroid hormone metabolism when studying its effects. Besides, it opens new questions regarding the activation of CREB and its participation along with CEBP in regulating the expression of the validated genes. Nevertheless, it is crucial to determine the role of the studied genes in the molecular and cellular biology of GBMs while considering physiological P4 levels and their metabolites, since they could participate in cancer progression.

## 4. Materials and Methods

### 4.1. Cell Culture and Treatments

U87 human glioblastoma cell line (purchased from ATCC, Georgetown, WA, USA) was cultured in phenol red and high glucose Dulbecco’s Modified Eagle’s medium (DMEM, In vitro, Mexico City, Mexico) supplemented with 10% fetal bovine serum (FBS), 1 mM pyruvate, 2 mM glutamine, and 0.1 mM non-essential amino acids, at 37 °C in a humidified 5% CO_2_ atmosphere. 2 × 10^5^ cells were plated in 12-well plates for the microarray experiments. 8 × 10^4^ cells were plated in 6-well plates to validate the microarray data. 24 h before steroids treatments, the medium was changed for phenol red-free and high glucose DMEM (In vitro, Mexico City, Mexico), supplemented with charcoal-stripped FBS. Treatments for microarray analysis were: vehicle (V, 0.1% DMSO), P4 (10 nM), 3α-THP (10 nM), F (100 nM). Treatments for gene expression validation by RT-qPCR were: (V, 0.1% DMSO), P4 (10 nM), 3α-THP (10 nM), F (100 nM), P4 + F and 3α-THP + F (same concentrations) for 72 h; all hormones were purchased from Sigma Aldrich (St. Louis, MO, USA).

### 4.2. RNA Extraction and Microarrays

After 72 h of treatment, total RNA was extracted by the phenol-guanidine isothiocyanate-chloroform method using TRI Reagent (Molecular Research Center Inc., Cincinnati, OH, USA) according to the manufacturer’s recommendations. RNA concentration and purity were determined with the NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA integrity was assessed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and the software 2100 Expert. Samples with an RNA integrity number (RIN) value above 8.0 were used for further processing. Microarray experiments were performed in the Microarray Core Facility at the National Institute of Genomic Medicine (INMEGEN, Mexico City, Mexico). The WT cDNA Synthesis and Amplification kit (Thermo Fisher Scientific, Waltham, MA, USA) was used to obtain the double strand cDNA, while the cRNA was obtained by in vitro transcription. The hybridization was performed with the GeneChipTM Human Gene 1.0 ST arrays (Thermo Scientific, Waltham, MA, USA) according to the standard protocol, and exogenous controls were included.

Raw microarray intensity data were pre-processed and quantile normalized using the Transcriptomic Analysis Console (TAC) Software 4.0.1. (Thermo Fisher Scientific). The principal component analysis of the normalized data is shown in Figure S1. We performed an unpaired one-way ANOVA and a false discovery rate (FDR) analysis. For further confirmation, we used different Bioconductor packages in the statistical platform R. We first employed a robust multiarray analysis (RMA) to transform and normalize the data into log2 data. Then, differential expression analysis with the Linear Models of Microarray Data (LIMMA) package was performed using the moderated *t*-test and the Benjamini-Hochberg FDR as statistical analyses. Here, we report the results obtained with the TAC Software 4.0.1. Differential gene expression with a fold change (Fc) <−1.5 or >1.5 and *p* < 0.05 was considered as statistically significant and non-random. After the normalization and statistical analysis of the raw microarray data, all steroid treatments were compared against the vehicle (V, 0.1% DMSO).

The lists of differentially expressed genes among conditions were then exported to Venny 2.1.0 [55], and then to the Protein Analysis Through Evolutionary Relationships (PANTHER) database [56,57,58] (available at [59]) to determine the biological processes enrichment. With the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 [20,21], available at [60], the ontology results were also confirmed.

### 4.3. Validation of Selected Differentially Expressed Genes by RT-qPCR 

The genes with the highest Fc among treatment comparisons and with relevance in the enriched biological processes were selected. To validate the expression of the chosen genes, we designed oligonucleotides in the primer-BLAST tool from the National Center for Biotechnology Information (NCBI) database available at [61]. The oligonucleotide sequences and the amplicon lengths are shown in Table 2.

Total RNA was extracted after 72 h of treatment with vehicle, P4, 3α-THP, F, P4 + F, and 3α-THP + F as described. The concentration and purity of RNA were determined using the NanoDrop, as well as its integrity in a 1.5% agarose gel electrophoresis. cDNA was synthesized from 1 μg of total RNA using the M-MVL reverse transcriptase according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA) with oligo-dT_12–18_ as primers. qPCR was performed in a LightCycler 1.5 using the FastStart DNA Master SYBR Green I reagent (Roche Diagnostics, Mannheim, Germany) according to the manufacturer’s protocol. Briefly, 1 μg of cDNA of the previous reaction was used to perform qPCR, and each gene was amplified (Table 2) along with the endogenous reference gene *18S* ribosomal RNA to quantify the relative expression by the Δ*C*t method [62,63]. Duplicate samples for each of the three independent experiments were included.

The data were analyzed and plotted in the GraphPad Prism 5 software for Windows XP (GraphPad Software, Version 5.01, La Jolla, CA, USA). The statistical analysis of the relative gene expression levels was one-way ANOVA followed by a Tukey post-hoc test. Values of *p* < 0.05 were considered statistically significant.

### 4.4. Bioinformatic Analysis of Transcription Factor Binding Sites

The putative transcription factor binding sites (TFBS) analysis for the selected genes was performed using several bioinformatic tools. First, promoters and gene sequences were obtained from the NCBI database [64]. Then, the promoter regions and transcription start site (TSS) were determined with the Ensembl database [65] and confirmed by the Eukaryotic Promoter Database (EPD) [66]. We searched for putative binding sites for CREB1, CEBPα and PXR using JASPAR [67], UCSC Genome Browser [68], Unipro UGENE v.1.26.3 software [69], and TRANSFAC software [70]. For all analyzed genes, we established as potential TFBS the ones predicted by two or more databases with a matrix similarity score greater than 0.8 and a value of *p* < 0.05.

## 5. Conclusions

In this work, we show that 3α-THP promotes the expression of genes involved in DNA stability maintenance and replication, in the reorganization of the cytoskeleton, and the transport of different cargo compounds in U87 GBM cell line. Besides, F blocked the effects of P4 on the expression of genes involved in cell division (TPR and PCM1), suggesting that the inhibition of 5αR should affect GBM progression. Further investigation is necessary to determine whether F could enhance the malignancy of GMB cells since many genes related to this process were regulated by both 3α-THP and F.

## Figures and Tables

**Figure 1:**
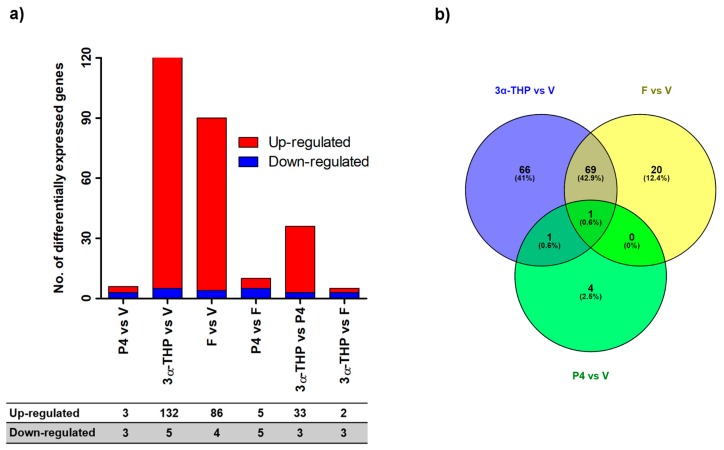
Progesterone (P4), allopregnanolone (3α-THP), and finasteride (F) promote changes in the gene expression profile of U87 cell line. (**a**) The number of differentially expressed genes with a Fc > ±1.5 and *p* < 0.05 between different treatment comparisons. The table shows the number of up- and down-regulated genes. (**b**) The genes that changed their expression under the treatment of P4, 3α-THP, and F vs. vehicle (V), respectively were used to build a Venn’s diagram with the program Venny. 3α-THP and F differentially regulated 69 genes while 3α-THP and P4 regulated one, and the three steroids regulated the expression of one transcript.

**Figure 2:**
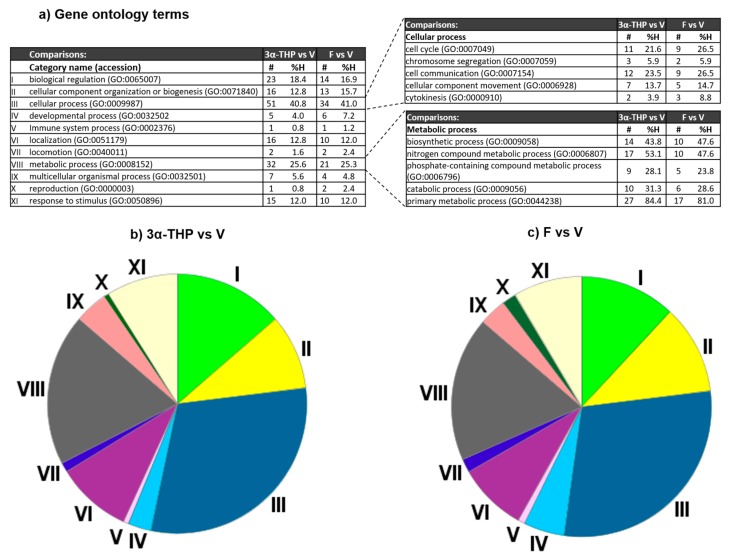
Enrichment analysis of the group of genes regulated by 3α-THP and F. The proteins coded by the differentially expressed genes after 3α-THP and F treatments were analyzed with PANTHER. (**a**) The diverse biological processes (categories) in which the gene products participate are shown in the left table. As the categories of cellular process and metabolic process were ones of the most enriched by 3α-THP and F, we performed a second analysis to determine sub-categories. In the three different tables, the number of genes in each category (column **#**), and the percentage of gene hits against the total number of genes (column %H) for each treatment are indicated. (**b**,**c**) The pie charts show the enriched categories (marked with roman numbers) for the two treatment comparisons.

**Figure 3:**
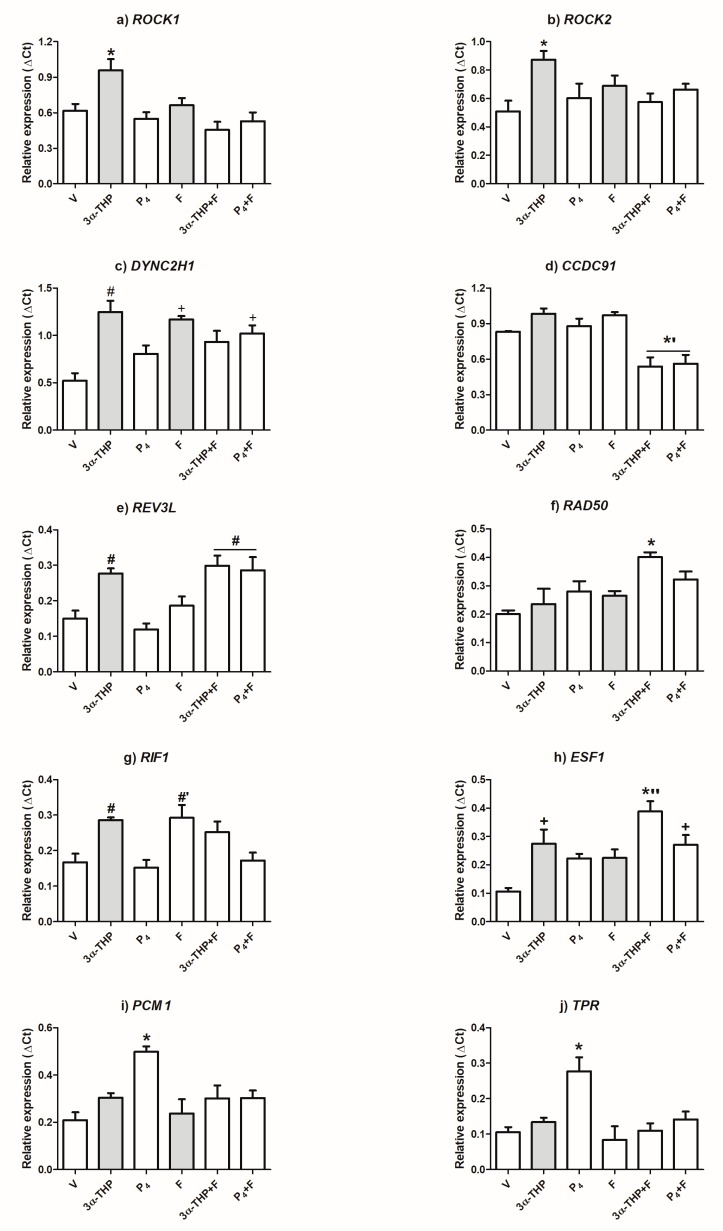
3α-THP, P4, and F regulate the expression of genes selected for validation. RT-qPCR was used to validate ten genes with a Fc > 1.5 in the microarray analysis. U87 cells were treated for 72 h with 3α-THP (10 nM), P4 (10 nM), F (100 nM), 3α-THP + F, and P4 + F. The internal control gene 18S ribosomal RNA was used to calculate the relative expression of each gene according to the Δ*C*t mathematic method. The grey bars represent the microarray results of the up-regulated genes by 3a-THP and/or F. Each column represents the mean ± standard error of mean (SEM), *n* = 3. + *p* < 0.05 vs. V; # *p* < 0.05 vs. V, and P4; #’ *p* < 0.05 vs. V, P4, and P4 + F; * *p* < 0.05 vs. all other treatments; *’ *p* < 0.05 vs. V and single treatments; *’’ *p* < 0.05 vs. V, P4, and F.

**Figure 4:**
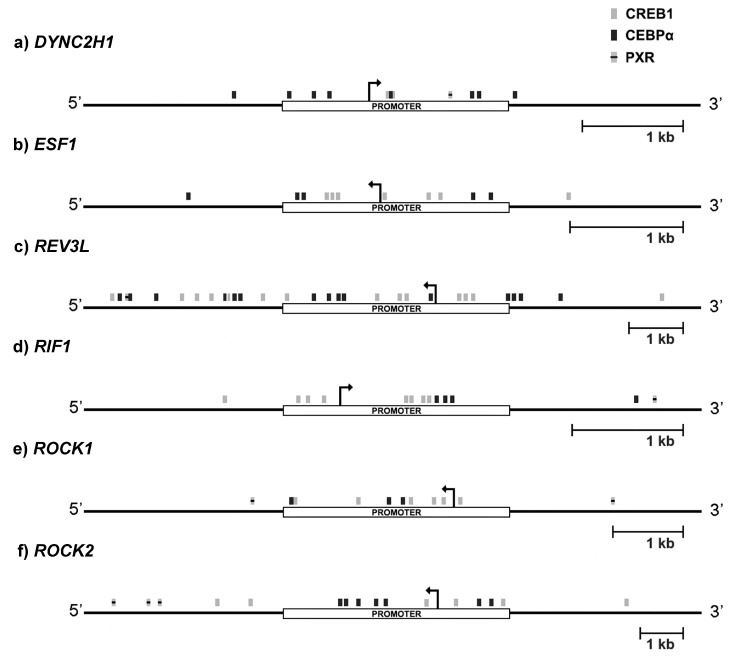
In silico analysis of the regulatory region of the genes up-regulated by 3α-THP. Six of the validated genes were analyzed for their promoter regions and scanned for putative transcription factor binding sites with several bioinformatic tools: JASPAR, UCSC Genome Browser, UGENE, and TRANSFAC. For each gene, a white rectangle indicates the promoter region, and the continuous black lines represent the adjacent regulatory region. Black arrows indicate the transcription start site and the gene transcription direction. The putative binding sites for CREB1 (grey box), CEBPα (black box), and PXR (black lined grey box) are denoted. According to each gene, the scale bar of 1 kb is defined.

**Table 1:** The microarray data (Fc and *p*-value) and the ontogeny analysis of the selected genes for validation.

Gene Full Name	Treatment vs. V (Fc)		Treatment vs. V (*p*-Value)		Ontogeny Categories
	3α-THP	F	3α-THP	F	
ESF1 nucleolar pre-rRNA processing protein homolog (*ESF1*)	3.07	2.01	0.0103	0.044	ND
Translocated promoter region, nuclear basket protein (*TPR*)	2.75	-	0.010	-	Biological regulation Cellular component organization or biogenesis Cellular process Localization
Replication timing regulatory factor 1 (*RIF1*)	2.69	-	0.015	-	ND
RAD50 double-strand break repair protein (*RAD50*)	2.31	2.16	0.010	0.022	Biological regulation Cellular component organization or biogenesis Cellular process Metabolic process Reproduction Response to stimulus
Rho-associated coiled-coil containing protein kinase 1 (*ROCK1*)	1.94	2.04	0.009	0.018	Cellular process Developmental process Localization
Rho-associated coiled-coil containing protein kinase 2 (*ROCK2*)	1.94	1.8	0.041	0.034	Cellular process Developmental process localization
REV3-like, DNA directed polymerase zeta catalytic subunit (*REV3L*)	1.86	-	0.014	-	Cellular process Metabolic process
Pericentriolar material 1 protein (*PCM1*)	1.68	1.54	0.037	0.044	Biological regulation Cellular component organization or biogenesis Cellular process Localization
Dynein cytoplasmic 2 heavy chain 1 (*DYNC2H1*)	1.64	1.55	0.001	0.023	Cellular process Localization
Coiled-coil domain containing 91, P56 protein (*CCDC91*)	1.63	-	0.04	-	ND

Note: ND = not determined; - = no changes in gene expression under this comparison.

**Table 2:** Designed primers used for different gene amplifications.

Gene	Primer Sequence 5′→3′	Amplified Fragment (bp)
*ESF1*	FW: GCTCCTCGTGCTGATGAGATTA	176
	RV: TGCTCTTCCTTCATCCTCTCCT	
*PCM1*	FW: TCAAGACAAGAAAAGCGTCTGC	180
	RV: GGGCTGAATGTCTGTTCCTACT	
*TPR*	FW: TTTGGCACAGTTTCGGCTAC	164
	RV: TCTTCCTCAGTTCCTACAGGTG	
*RIF1*	FW: TAATAAGGTTCGCCGTGTCTCC	177
	RV: CCTTTGGCTGAAGTGGTATTATGC	
*REV3L*	FW: TGAGAAATGAGGTGGCTCTAAC	168
	RV: CACGGACACGGCTAACATAA	
*RAD50*	FW: GCCTCACTCATCATTCGCCT	168
	RV: AAGCTGGAAGTTACGCTGCT	
*ROCK1*	FW: ATGGAACCAGTACAACAAGCTGA	159
	RV: GCATCTTCGACACTCTAGGGC	
*ROCK2*	FW: GAAGAGCAGCAGAAGTGGGT	170
	RV: GGCAGTTAGCTAGGTTTGTTTGG	
*CCDC91*	FW: AAGTCAGGAAACTGTTAAGGCAG	152
	RV: ACAGGCTTCTTTGGCGGAT	
*DYNC2H1*	FW: GCTTGGCGGAGCAGATTAAA	159
	RV: CCAGGATGCCCGATTCAGTAT	
*18S*	FW: AGTGAAACTGCAATGGCTC	167
	RV: CTGACCGGGTTGGTTTTGAT	

Note: FW = forward primer; RV = reverse primer. Official full names of the genes are shown in Table 1.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/19/3/864/s1.

How the deposited data were processed for this re-analysis (not part of the article)

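Total RNA of U87 cells was measured on 12 Affymetrix Human Gene 1.0 ST arrays, 3 for each of V, 3α-THP (10 nM), P4 (10 nM) and F (100 nM), after 72 h of treatment. The arrays carry replicate numbers 1 to 3 in each treatment. The labels name no batch, and the V arrays serve as the control of all 3 steroids.

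The deposited values are log2 summaries per transcript cluster, made by the authors with Affymetrix Expression Console 1.4 as deposited, and normalized between the arrays. The paper names quantile normalization for its own analysis, and the deposited table names no method beside it. The values run from 1.25 to 14.1, no value is missing, and no array was left out. Of 33297 transcript clusters, 12083 carry no gene name and were not tested, 19460 carry 1 gene and 1754 several. Among the tested clusters 703 have values equal to those of another, so that counts include copies. Names of genes are given only for clusters with 1 gene.

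The values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per treatment and moderated variances (prior degrees of freedom 4.73), and the 6 pairs of treatments were compared. The threshold of the methods, a fold over 1.5 with an unadjusted p under 0.05, was used for counts, beside a Benjamini-Hochberg adjustment over the tested clusters. The genes named in the text are those the paper names, whose values in Table 1 had been seen, the largest rises and falls among genes past the threshold whose groups of arrays do not overlap, and, in each gene list, the members past the threshold and the 4 with the smallest p. Others are marked where they stand. Of 43 gene lists, 1 holds the 10 genes chosen for RT-qPCR, and the others were written from general knowledge. Of the 43, 42 could be tested, since mitochondrially encoded genes are not measured. Each was tested with limma's camera at a preset correlation of 0.01 and with an estimated one. Several other lists also hold genes chosen for RT-qPCR, such as translesion DNA synthesis (REV3L) and intraflagellar transport (DYNC2H1). The study chose these genes on the same arrays, so the calls of such lists are not fully independent evidence. Each gene entered the lists with its brightest cluster.

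Whether replicate numbers pair the arrays was tested on the deviations from the treatment means: 18 pairs of arrays with the same number correlated at 0.132 to 0.631, and 36 pairs with different numbers had a median of -0.245. The fit without the number is the one reported in the text, as chosen for the unpaired analysis of the methods, and a value from the fit with the number as a replicate block is given beside it where it changes a call or moves a count by over 1.5 times. Grouping of the arrays was tested by exact permutation of mean distances. Because the V arrays are shared, the overlap of 3α-THP and F was compared with 500 simulated data sets without a treatment effect. Shares and medians over genes selected on the same arrays were compared with those sets in which at least 10 genes were selected the same way. Those sets leave out the replicate numbers, and these shares and medians were not computed with the replicate block. On simulated data with 50 genes shifted per size, the fit called 82% at a log2 shift of 0.7 and 100% at 1. It also called 0.338% of 21014 unshifted genes, which is not negligible beside 84 of 21214 clusters called with F. At the adjusted p, 82% and 96% of the shifted genes passed. On the arrays CCDC88A did not pass it with 3α-THP at 1.36 (limma, adjusted p = 0.376). The simulated shares therefore do not give the power for genes with a wide spread on the arrays.

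The comparisons, the threshold, the rule for named genes, the gene lists and most alternatives were set before the data were examined. The alternatives changed the replicate number (fixed or random block, residual component), the arrays in the fit, the test, the normalization, the transcript clusters tested, the variance prior, array weights, the fold and the correlation between genes of a list, and left out each array in turn. Removal of a trend with gene length, taken as the span on the genome, leaving out the arrays with number 2, counting clusters with equal values once, the grouping without the P4 arrays and the simulated values for selected genes were added later. The enrichment analyses, the transcription factor sites and the RT-qPCR of the paper were not repeated, since the deposited table does not hold what they need.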

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

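No test in this part was planned for the cluster shared by zinc finger genes, which was singled out after its values were seen, and the check of the list directions under other normalizations was also added after the results were seen.

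A transcript cluster shared by 8 zinc finger genes, which the paper does not discuss, was the one that passed the adjusted p over all tested clusters with 3α-THP (log2 fold change 0.643, limma adjusted p = 0.0198) and with F (0.763, limma adjusted p = 0.00289). With P4 it had 0.373 (limma adjusted p = 1). Under median-centring, quantile, cyclic loess and removal of the gene length trend its log2 fold change stayed between 0.643 and 0.698 with 3α-THP and between 0.754 and 0.775 with F. The calls with 3α-THP and with F were both lost with the 2 groups alone, the analysis of variance of the methods and 1 cluster per gene, which leaves this cluster out, and the call with 3α-THP also without any 1 of 10 of the 12 arrays, all but P4 replicates 1 and 3. Which of the 8 genes it reports cannot be read from the cluster. Among the 10 splits of the V and treated arrays, the real one alone gave a call at the adjusted p, 1 against at most 0 in the others, for each of the 2 steroids, and 10 splits are too few for a share under 0.05.

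Lists of genes of 3 processes the paper does not discuss were lower with 3α-THP than with V, with no member past the threshold, and each call was lost with an estimated correlation (limma camera adjusted p = 0.684 for each). The median log2 fold change was -0.125 over 62 nuclear-encoded genes of the respiratory chain, -0.0932 over 59 genes of cytosolic ribosomal proteins (51 negative, limma camera adjusted p = 1e-04) and -0.175 over 19 genes of cholesterol synthesis, beside -0.0271 over all tested clusters. The direction was the same under each scaling, but the ribosomal protein list lost its call after quantile normalization (median -0.0264, limma adjusted p = 0.144) and after removal of the gene length trend (median -0.0348, limma adjusted p = 0.0645). After that removal the respiratory chain list kept its call with a smaller median, -0.0766 (limma adjusted p = 0.000756). The median of all tested clusters was then -0.00306. No biological explanation was tested for these lists.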

How the results depend on the processing

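Removal of the gene length trend, the arrays with number 2 left out, the directions of lists under other normalizations, clusters with equal values counted once and the grouping without the P4 arrays were added after the data were seen, and the rest was planned. Over all results and alternatives, 15934 values were labeled as keeping their direction and their side of the threshold or their size. Of the others, 146 gained a call, 496 lost one, 0 were labeled reversed, and the rest moved. For counts of genes the label used the total, and for the grouping of arrays the p value. A turn in the balance of higher and lower genes, or of the distances, was therefore not counted as reversed. The balance turned in some settings, as given below. With the replicate effect removed, the distances by treatment turned from 35.3 within and 33.9 between to 23.7 and 26.5. No trend with GC content was tested, since no sequence of the probes was at hand. The cause was not tested for any of the changes below except where fewer arrays or genes enter.

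The order of the counts below is 3α-THP against V, F against V, P4 against V, P4 against F, 3α-THP against P4 and 3α-THP against F, which are 144, 84, 5, 11, 53 and 12 in the fit reported. With a fold over 1.3 they were 381, 273, 38, 90, 185 and 53, with 201 raised or lowered by both 3α-THP and F, and with a fold over 2 they were 24, 6, 0, 0, 3 and 0, with 6 shared and 4 and 0 of the 10 genes chosen for RT-qPCR past it with 3α-THP and F. With unnamed clusters and controls included they were 366, 311, 150, 169, 190 and 167, with 137 shared, and 2, 1 and 1 genes passed the adjusted p in limma for 3α-THP against V, 3α-THP against P4 and P4 against F. With dim clusters left out, F had 54, P4 had 0, P4 against F 3, 3α-THP against P4 35 and 3α-THP against F 1, and 5 lists passed with P4. With 1 cluster per gene, 3α-THP against F had 2, and 0 genes passed the adjusted p with 3α-THP or F in limma, since the shared zinc finger cluster is left out.

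With the replicate number as a replicate block the counts were 157, 90, 6, 19, 66 and 14, with 82 shared and with all 144 and 84 genes of 3α-THP and F past the threshold again, 2 genes each passed the adjusted p with 3α-THP and with F, and 2 lists passed with P4. The lists that passed only with the block were S phase, cytokinesis and hypoxia with 3α-THP, histones with F, the respiratory chain with P4 (limma adjusted p = 0.033), cytokinesis and the stress response for 3α-THP against P4, S phase, cytokinesis, break repair, the nuclear pore, ribosome biogenesis and the extracellular matrix for 3α-THP against F, and G2 and M phase and intraflagellar transport for P4 against F. An estimated correlation was used only without the block, where these lists did not pass at the preset one either (limma adjusted p = 0.752 to 0.989 with the estimated one). Whether the calls with the block hold with an estimated correlation was not tested. KIF14 with 3α-THP and KIF20B, ASPM and CENPE with F passed the threshold only with the block, which changed no other call of a named gene or a list. A random block gave 19 for P4 against F, and a residual component gave 18, with 2 genes past the adjusted p with 3α-THP and 2 lists with P4. Removal of the gene length trend gave 3 with P4, and with the replicate block as well 17 for P4 against F and 3 and 2 genes past the adjusted p with 3α-THP and F. Array weights gave 162 with F, 17 with P4, 28 for P4 against F, 138 shared, 34 genes past the adjusted p with 3α-THP and 4 lists with P4.

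With the analysis of variance of the methods, F had 30, P4 3, P4 against F 5, 3α-THP against P4 17, 3α-THP against F 4, the overlap 25, and 5 of the 10 genes passed with F, while 0 genes passed the adjusted p with 3α-THP or F. With limma on the 2 groups compared alone, 0 genes passed the adjusted p with 3α-THP or F. Quantile normalization, cyclic loess, and a variance trend with a robust prior each gave 7 for 3α-THP against F. For P4 against F the split of 4 higher and 7 lower became 3 and 8 with each array centered on its median, and 2 and 8 with quantile or cyclic loess. For 3α-THP against F the split of 5 and 7 became 5 and 2 with quantile or cyclic loess. The falls with 3α-THP and F, 11 and 3 in the fit reported, were 65 and 85 with unnamed clusters and controls, 18 and 7 with array weights, 23 and 8 without the arrays of number 2, and with 3α-THP 7 with dim clusters left out (F 0), with the 2 groups alone or with equal clusters counted once, 6 with the robust prior and 4 with 1 cluster per gene. No scaling moved the median of all genes by over 0.1.

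With an estimated correlation between genes, 0 lists passed in any of the 6 comparisons, from 15, 10, 1, 7, 15 and 8 with the preset one in limma's camera. With the mean of the clusters of a gene, 2 lists passed with P4. Of the 15 lists that passed with 3α-THP, 15 kept their call after median-centring, 12 after quantile, 13 after cyclic loess and 12 after removal of the gene length trend, and of the 10 with F, 10, 10, 10 and 9 did. No list that passed turned its direction.

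Without the 4 arrays of number 2, 3α-THP had 219, F 220, P4 40, P4 against F 52 and 3α-THP against F 22, with 172 shared, 3 and 6 genes past the adjusted p with 3α-THP and F, 1 of the 10 genes past the threshold with P4, 9 lists with P4 and 8 for 3α-THP against P4. The grouping by replicate number then had an exact permutation p = 0.0857. When the grouping by treatment was first computed with the replicate effect removed, arrays were permuted freely, which is too lenient, and permutation within replicate numbers replaced it after that value was seen.

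With 1 array left out in turn, the counts ranged from 104 (without V replicate 3 or 3α-THP replicate 3) to 240 (without 3α-THP replicate 1) with 3α-THP, from 44 (without F replicate 3) to 167 (without F replicate 2, and 149 without V replicate 2) with F, from 4 to 19 (without V replicate 2) with P4, from 11 to 66 (without F replicate 2) for P4 against F, from 25 (without P4 replicate 1) to 135 (without 3α-THP replicate 1) for 3α-THP against P4, and from 7 to 55 (without 3α-THP replicate 1) for 3α-THP against F. With P4 they were 16 without V replicate 1, 15 without P4 replicate 2, 13 without P4 replicate 1 and 11 without V replicate 3. For P4 against F they were 57 without P4 replicate 3 and 19 without P4 replicate 1, and for 3α-THP against P4 102 without P4 replicate 3 and 29 without 3α-THP replicate 3. Genes past the adjusted p in limma ranged from 0 to 1 with 3α-THP, 1 to 1 with F, 0 to 1 with P4 (1 without V replicate 3) and 0 to 0 for 3α-THP against P4. The overlap ranged from 33 (without F replicate 3) to 129 (without V replicate 2). Of the 10 genes, 8 to 10 passed with 3α-THP, 6 to 9 with F and 0 to 0 with P4. The exact permutation p of the grouping ranged from 0.413 to 0.862 by treatment and from 0.000173 to 0.000866 by replicate number. The lists that passed ranged from 10 to 16 with 3α-THP, from 10 (the value reported) to 15 (without V replicate 1 or V replicate 2) with F, from 0 (without P4 replicate 3) to 11 (without V replicate 2) with P4 and from 9 (without 3α-THP replicate 2) to 16 for 3α-THP against P4. With P4 they were also 10 without V replicate 1, 7 without P4 replicate 2, 6 without P4 replicate 1 and 2 without V replicate 3.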

Differences from the paper's values

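The thresholds are those the paper states. In this section the alternatives were set before the data were examined unless marked.

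For 3α-THP against F, 12 genes passed, beside about 5 in Fig. 1a, read by eye, in the paper. The count falls within the paper's under the analysis of variance of the methods (4), quantile (7), cyclic loess (7), a variance trend with robust prior (7) and without V replicate 1, V replicate 3, P4 replicate 1 or P4 replicate 2 (7 each), and not under the others. The paper's text gives 2 higher and 5 are higher here, 2 under the analysis of variance and with 1 cluster per gene, and not under the others. The paper gives 3 lower and 7 are lower here, 2 under the 2 groups alone, the analysis of variance, quantile, cyclic loess, the variance trend and without any 1 V or P4 array, 4 without 3α-THP replicate 3 or F replicate 2, and not under the others of those set before. Of the 7, 5 are equal copies of 1 small nucleolar RNA, and with such copies counted once, a setting chosen after the values were seen, 3 are lower and 8 pass in all, and 10 of the 10 genes of Table 1 still pass with 3α-THP.

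For 3α-THP against V the paper gives 5 lower and 11 are lower here, of which 5 are equal copies of 1 small nucleolar RNA. The count falls within the paper's under the 2 groups alone (7), quantile (6), cyclic loess (5), dim clusters left out (7), 1 cluster per gene (4), the variance trend (6) and without 3α-THP replicate 3 (6), and, chosen after the values were seen, with copies counted once (7), and not under the others. For 3α-THP against P4, 6 are lower, beside about 3 in Fig. 1a, read by eye, in the paper. No alternative set before falls within it, and with copies counted once, chosen after the values were seen, 2 are lower, which does.

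The paper gives 20 genes with F alone and 9 are found here. The count falls within the paper's with array weights (23) and without V replicate 2 or 3α-THP replicate 3 (20 each), and not under the others. The paper gives 1 gene changed by all 3 steroids and 0 are found here in limma, where 386 clusters had an unadjusted p under 0.05 with P4. A fixed or random replicate block, the residual component, and leaving out 3α-THP replicate 2 or 3 give 1.

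For ESF1 the paper's results text gives a fold of 3.7 with 3α-THP, and 2.39 is found here. Array weights (2.66), without V replicate 2 (2.78) and without 3α-THP replicate 1 (2.68) fall within it, and the others do not. The paper's Table 1 gives 3.07 for the same gene, which does not differ by these rules.

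The paper describes the arrays as grouped by treatment in the principal components, apart from those of P4, which lay with V. Here, without the P4 arrays, the mean distance was 36.5 within treatments and 35.3 between them (exact permutation p = 0.693), and with the replicate effect removed it was 23.3 within and 27 between (exact permutation p = 0.0556), so that the direction is the paper's only with that effect removed. Leaving out the P4 arrays was chosen after the values were seen, and with all 4 treatments the p values were 0.814 and 0.0556. The paper's Table 1 leaves TPR, RIF1 and REV3L empty for F, and here they rose with F by 0.89, 0.81 and 0.65 on the log2 scale, with arrays of F and V overlapping for each. None of the 3 passed with F under the analysis of variance of the methods or with a fold over 2, and REV3L did not without V replicate 1 (0.531) or F replicate 3 (0.532). The same table lists PCM1 with F, which has 0.497 here and does not pass, and which passes with array weights (0.629), with a fold over 1.3, without V replicate 2 (0.652) and, chosen after the data were seen, without the arrays of number 2 (0.702), a setting in which 3α-THP and F change 219 and 220 genes.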

Other observations

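The tests of P4 replicate 3, of 1 array deciding the calls with F, of the length trend on genes of mitosis and of the overlap within replicate numbers were chosen after the result was seen, and the simulation with the replicate block was added after the simulation without it was seen.

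Receptors and targets that the paper discusses for these steroids did not pass the threshold with 3α-THP. PGR, the progesterone receptor, had a log2 fold change of 0.00 at a low level (3.96), the membrane receptor genes PAQR7, PAQR6, PAQR5, PAQR8 and PAQR9 had -0.24, -0.05, 0.05, 0.04 and -0.07, CREB1 had 0.16, CEBPA -0.08 and CEBPB -0.11. SRD5A1 and SRD5A2, the enzymes that F inhibits, had 0.00 and -0.145, VEGFA 0.04, EGF 0.21 and EGFR -0.02. Of the lists of progesterone and steroid receptors (14 genes), steroid synthesis and metabolism (25), GABA-A receptor subunits (15), CREB and CEBP factors (21), CREB targets (19), progesterone and glucocorticoid receptor targets (20), PXR targets (11) and androgen receptor targets (11), 0 had a member past the threshold with 3α-THP. Their adjusted p in limma's camera was 0.892, 0.339, 0.892, 0.867, 0.752, 0.726, 0.989 and 0.892. For CREB and PXR targets the median and the mean differed in sign.

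Among lists of cell states, interferon response had 1 of 30 genes past the threshold, BST2, which was lower (median -0.04, limma adjusted p = 0.415), and unfolded protein and integrated stress response had 1 of 23, SLC7A11, a cystine transporter, which rose by 0.90 (median 0.03, limma adjusted p = 0.26). Heat shock (14), replication-dependent histones (58) and zinc finger genes named ZNF (464, of which 8 rose) did not pass (limma adjusted p = 0.749, 0.752 and 0.0648). The nuclear pore list was higher (2 of 28, TPR and RANBP2, limma adjusted p = 0.0189; adjusted p = 0.882 with an estimated correlation). That call was lost after removal of the gene length trend (limma adjusted p = 0.076). The median of the list did not shrink, at 0.0604 before the removal and 0.0733 after it, while that of all tested clusters moved from -0.0271 to -0.00306. The extracellular matrix list was lower with 3α-THP than with V (0 of 30, median -0.12, limma adjusted p = 0.0374; adjusted p = 0.882 with an estimated correlation), a call lost after quantile or cyclic loess normalization (limma adjusted p = 0.262 and 0.144). Its median was then -0.0891 and -0.0777, while that of all tested clusters moved from -0.0271 to -0.0127 and -0.0024. Markers of astrocytes and glioma (21), neurons (13), oligodendrocytes (9), microglia and macrophages (16), endothelium (12), T and B cells (11), fibroblasts and pericytes (12) and epithelium (12) had 0 members past the threshold and limma adjusted p of 0.26, 0.726, 0.415, 0.298, 0.26, 0.726, 0.652 and 0.985.

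Most genes past the threshold rose with 3α-THP and with F. The count with 3α-THP was at least 104 with any 1 array left out, and 146 after removal of a trend with gene length, with 139 of the 144 genes past it again, which argues against 1 array or that trend as the whole cause of the count, although without V replicate 3 or 3α-THP replicate 3 only 89 and 90 of the 144 passed again, and the 125 genes with a known length that rose had a median span of 82 kb, above the highest of 10000 random sets (45.7 kb). In simulations without a treatment effect, as many calls with 3α-THP and F came in 10.6% and 13.6% of data sets that leave out the replicate numbers, which pair the arrays. With the replicate block it was 0.6% and 2.6%. For 3α-THP, a simulated share such as the 0.6% excludes nothing by itself. Variation left within treatments and replicate numbers therefore stays open as a cause. Other splits that part all 3 pairs reached 19 beside its 144 calls, and 26 beside 157 with the block. A split that parts 1 pair reached 171 with the block. For F this variation also stays open, since a split that parts all 3 pairs reached 71 beside 84. Both simulations are drawn from few residual directions, and the one without the replicate numbers does not exclude variation between arrays of one treatment. For F, the count of 44 without F replicate 3 leaves open that this array decides many of its calls. Low V arrays as a source cannot be told apart from an effect of the steroids, since the correlation of 0.4 between comparisons without a shared array lies within what unchanged groups gave, and neither can a factor that differs between arrays of one treatment, for which P4 replicate 3 gave a correlation of 0.276 with 3α-THP minus V, under the bound of 0.3 set for it, and V replicate 2, the highest of the 12 arrays, 0.313 with 3α-THP minus P4.

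Genes of mitosis with long gene bodies are among the larger rises with 3α-THP. In the G2 and M phase list the 27 shorter genes had a median log2 fold change of 0.158, positive in 26, and the 26 longer ones 0.388, a ratio of 0.406, and fold change and length correlated (Spearman 0.588, permutation p = 1e-05, the smallest these permutations can give). A trend with gene length over all genes is argued against as the whole cause, since after its removal the longer genes had 0.393 and the shorter ones 0.2, F, with the stronger trend over all genes (Spearman 0.242, beside 0.197 with 3α-THP), had a median of 0.0152 over the list, and 3α-THP against F, without such a trend (0.000754), had 0.264, positive in 53 of 53. More cells in G2 and M phase may contribute, but the ratio of 0.406 lies between the bounds set for and against it, so that this stays open, as does why the longer genes of the list rose more (Spearman 0.513 after the removal). No measure of the cell cycle is in the data.

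Splits of the 6 arrays of a comparison into 3 and 3 number 10, too few for a share under 0.05, and give the real count and the highest of the others as follows: 3α-THP against V 144 and 450 (3 splits as large, the real one included), F against V 84 and 115 (2), P4 against V 5 and 96 (10), P4 against F 11 and 90 (6), 3α-THP against P4 53 and 282 (5), and 3α-THP against F 12 and 328 (7). For gene lists they are 15 and 20 with 3α-THP (4 splits) and 10 and 24 with F (6). Splits that call several times the real count point to a structure of the samples, the replicate numbers. The numbers pair the arrays, and among the other splits that part all 3 pairs, as the real ones do, the highest counts were 19, 71, 9, 9, 7 and 9 in the order above. For the overlap of 3α-THP and F, 4 of 100 splits of the V, 3α-THP and F arrays were as large as 74, the real one included, with a highest other of 146, and 2 of the 108 splits that keep 1 array of each number in every group were (highest other 78, a split that keeps the V arrays together), so that chance is excluded at 0.05 for this overlap, although not for the counts, and low V arrays, which would raise both comparisons, stay open as above.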
